A study of Mus musculus with 132 samples. Its data were reported in "An atlas of small non-coding RNAs in human preimplantation development" (2024).

How the data were processed

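Single cells of mouse embryos were sequenced with Smart-seq2, a protocol that reads polyadenylated RNA over the length of each transcript and carries no molecular identifiers. Embryos had been cultured from the 2-cell stage with a synthetic mimic of miR-381-3p or with a scrambled negative control mimic, added to the medium at 5 or 10 µM. Cells were collected at the 8-cell stage (embryonic day 2.5) or the 32-cell stage (embryonic day 3.5). The labels give the stage and the treatment of each cell. They do not give its dose, and they name no embryo, animal or culture for it. The deposited values are expected counts per gene and cell, not normalised, which the authors made by aligning reads to the mouse genome (mm10) with STAR (version 2.5.1b) and quantifying them with RSEM (version 1.3.0). All values were whole numbers, so the estimates appear to have been rounded before deposit. The table held 32245 genes and 132 cells, with no repeated gene symbol and no pair of identical cells.

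The study's filter for cells was applied again: at least 3000 genes with a count and under 10% of counts in mitochondrial genes. It removed 0 cells. Total counts per cell ranged from 544866 to 3461022, with a median of 1260660. Counts of the 13 mitochondrial genes were then left out, after which the lowest total was 522178.

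Cells were clustered in R (version 4.3.3) with Seurat (version 5.3.0): log-normalised values, the 2000 most variable genes, 25 principal components and a shared nearest neighbour graph. Genes were ranked alphabetically and the odd-ranked genes alone entered the clustering, without the panel genes below. Odd-ranked X-linked and Y-linked genes were kept. Even-ranked genes and the panel could then be compared between clusters that they had not formed. At a resolution of 0.6 all 32-cell cells fell into 1 cluster, so the resolution was raised in steps of 0.2, as set out in advance, and 0.8 was used. Clusters were named from 9 markers of the inner cell mass (ICM: Nanog, Fgf4, Fgfr1, Gdf3, Tdgf1, Spic, Pdgfra, Gata6, Klf2) and 9 of the trophectoderm (TE: Krt8, Krt18, Gata3, Eomes, Id2, Fgfr2, Dab2, Tspan8, Elf3). The labels give no lineage for a cell, so the classes are called ICM-like and TE-like.

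Because no label ties a cell to an embryo, each group was treated as 1 sample. No test between groups, p-value, standard error or count of changed genes was computed. For each group and class, counts were summed over cells and divided by their total to give pooled counts per 1000000 counts (CPM). Each pooled CPM has an exact Poisson 95% interval, and each share of cells an exact binomial (Clopper-Pearson) 95% interval. For a count of 0 the limit is the CPM that 3 counts in the pooled total would give. Reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only and not the spread between cells or embryos. A log2 change is the difference of log2(CPM + 1). The size of a comparison is the median absolute log2 change over genes at 20 CPM or more in either group. The same value between odd- and even-numbered cells of 1 group, by the number in the cell's title, gave the change that sampling of cells alone brings. These odd and even cells may share embryos. For pairs of groups of unequal size the comparison was repeated with equal numbers of cells, as the median of 100 draws.

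A list of genes was summarised by its median log2 change less the median of 10000 random lists of the same size, drawn from genes of like mean expression (20 bins), with its percentile among them. The ICM-like list and the TE-like list each held the 100 even-ranked genes, without panel and marker genes, with the largest ratio between the classes in odd-numbered 32-cell control cells. The 8-cell list and the 32-cell list each held the 200 genes with the largest ratio between the stages in odd-numbered control cells. List genes had at least 20 CPM in the higher class or stage and a count in more than 33% of its cells. Mimic cells were then compared with even-numbered control cells, which had not chosen the lists. A list's value was taken as a change when its distance from 0 was more than 0.5 times the width of the central 95% of the random lists, so that a value near an end of that range can fall on either side of the limit. For panel genes the limit was the largest difference between odd- and even-numbered cells of any 1 group in the same log2 change, computed once with all cells and the settings above, so it is only a guide for values from fewer cells or other settings.

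Seed sites were 8-base sites for miR-381-3p (CTTGTATA) in the longest annotated 3' UTR of each gene, from GENCODE M21 on the same genome build. The release differs from the annotation used for counting, and 20741 of the 32245 gene symbols had a 3' UTR in it. All 44761 transcripts with a 3' UTR had a stop codon just before it. Random lists for the sites held genes without one, matched on expression (10 bins) and 3' UTR length (5 bins), and the sites were also compared with 20 shuffles of their bases, each against 1000 random lists. Gene positions are from the same annotation. Ribosomal protein genes and X-linked genes without Xist were summarised as lists in the same way.

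The panel was fixed from the study's account before the data were examined, as were the markers, the rules for lists and classes, the filters and the comparisons: Cdx2, Sox2, Tead1, Spp1, Upp1, Dppa1 and Tet2, and Mirg, Rian and Meg3, transcripts of the locus that holds the miR-381 gene. For each comparison the 3 genes with the largest rise and the 3 with the largest fall were also named, among genes at 20 CPM or more in the higher group, with a count in more than 33% of its cells, and changed in the same direction by the mean over cells of log2(CPM + 1) and without each run of consecutive cell numbers. Cells were typed by Xist, which is transcribed from an inactive X chromosome, and by the sum of 9 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d, Uty, Usp9y, Zfy1, Zfy2, Uba1y, Sry), each against a limit of 20 CPM. A cell above it for Y-linked genes, and higher in them than in Xist, was typed as Y-linked counts above Xist whether or not Xist passed the limit too. Cells with both were those with Xist the higher. That limit, the comparison at equal cell numbers and the sets of cells used for ribosomal protein genes were chosen after the data had been seen.

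Alternatives covered the normalisation (TMM factors, median-of-ratios size factors, no ribosomal protein genes), pooling by the mean over cells, filters at 5 and 50 CPM or none, pseudocounts of 0.1 and 5 CPM, thinning of every cell to 500000 counts, other clusterings and a marker score for the classes, the choice and length of lists, 7-base sites, other matching, and leaving out each run of cells. In all 27 were planned, and 4 were added after the data had been seen: no X-linked or Y-linked genes, 8-cell cells of each Xist and Y type alone, and lists chosen on odd-numbered mimic cells. The procedure was tested on simulated data, in which counts were drawn for every cell at its own depth and 200 genes were changed by a log2 of 1 between mimic and control. The direction was recovered for 97% of them with the numbers of 8-cell cells, 94% with those of ICM-like cells and 95% with those of TE-like cells. The TMM factors were checked against edgeR (version 4.0.16). Other steps used Python (version 3.11.15) with pandas (2.3.3), numpy (2.4.6), scipy (1.17.1) and matplotlib (3.10.9). The study's human small RNA data were not analysed here.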

Results

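Transcriptomes of 132 single cells were measured in 4 groups: 30 cells of 8-cell control embryos, 24 of 8-cell mimic-treated embryos, 39 of 32-cell control embryos and 39 of 32-cell mimic-treated embryos. Control embryos had received a scrambled mimic, and treated embryos a mimic of miR-381-3p. Total counts per cell ranged from 544866 to 2334697 in 8-cell control cells and from 642262 to 2066661 in 8-cell mimic cells. They ranged from 578979 to 3461022 in 32-cell control cells and from 799774 to 2543841 in 32-cell mimic cells. The number of genes with a count ranged from 3243 to 8983 per cell. At the median depth of each group, the 3 counts that a count of 0 allows in 1 cell were 2.24 to 2.47 CPM. Replicate embryos could not be told apart, since no label names the embryo of a cell, and every group value below is pooled over cells. Batches are not named by any label. The suffix of the cell titles goes with the stage, so stage cannot be told apart from a batch that it may mark. Runs of title numbers were taken within each group, so that a run holds 1 treatment by construction. At both stages some runs follow a run of the other treatment without a gap in the numbers. The numbers therefore do not show whether treatment goes with a batch, and a batch difference between treatments cannot be excluded.

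Cells were first clustered to ask which lineages the 32-cell embryos held. The 54 8-cell cells formed 1 cluster, and the 78 32-cell cells fell into 2. All 9 ICM markers were higher in the cluster of 34 cells, which is called ICM-like here, and all 9 TE markers were higher in the cluster of 44 cells, called TE-like. ICM-like cells made up 25 of 39 control cells (64.1%, 95% interval 47.2 to 78.8) and 9 of 39 mimic cells (23.1%, 95% interval 11.1 to 39.3). The mimic share was the less certain one. It was 43.6% when each cell was placed by its marker score, which moved 8 TE-like mimic cells to the ICM-like class and 0 control cells. It was 38.5% when all genes entered the clustering. Between runs of consecutive cell numbers the ICM-like share was 70.8% and 53.3% in control, and 27.8%, 25% and 11.1% in mimic. These intervals treat cells as independent and do not cover differences between embryos. The 39 cells of a group are part of the cells of the 32-cell embryos that the study collected, so a share also depends on which cells were recovered. From Sox2 and Cdx2 protein in other embryos, the study reported no shift in the proportions of ICM and TE cells. A loss of ICM cells under the mimic therefore cannot be read from these shares.

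Xist (chromosome X, 103460366 to 103483254, minus strand, a long non-coding RNA on mm10) and Y-linked transcripts separated the 32-cell groups without overlap. All 39 32-cell control cells had Y-linked counts above Xist, with 132 to 1275 CPM of Y-linked transcripts and 0 to 74.7 CPM of Xist. All 39 32-cell mimic cells had Xist, at 250 to 3212 CPM, and at most 1 Y-linked count each. Pooled Xist was 5.55 CPM (95% interval 4.96 to 6.20) in 32-cell control and 1080 CPM (95% interval 1072 to 1089) in 32-cell mimic cells. At the 8-cell stage both treatments held both types. Of 30 control cells, 23 had Xist only and 7 had Y-linked counts above Xist. Of 24 mimic cells, 11 had Xist only, 8 had Y-linked counts above Xist, 3 had both with Xist the higher and 2 had neither. Both transcripts also passed 20 CPM, with Y-linked counts the higher, in 1 8-cell control cell and 4 32-cell control cells. X-linked genes other than Xist were higher in mimic than in control cells at the 32-cell stage, by a log2 of 0.27 relative to random lists in ICM-like cells (223 genes) and 0.38 in TE-like cells (220 genes), above all 10000 random lists in each. Every comparison of mimic with control at the 32-cell stage below is therefore also a comparison of cells with Xist and cells with Y-linked transcripts. No clustering left out X-linked and Y-linked genes, so the ICM-like and TE-like classes may depend on this difference too. Values given below without X-linked and Y-linked genes keep the same classes.

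**Figure D1:**
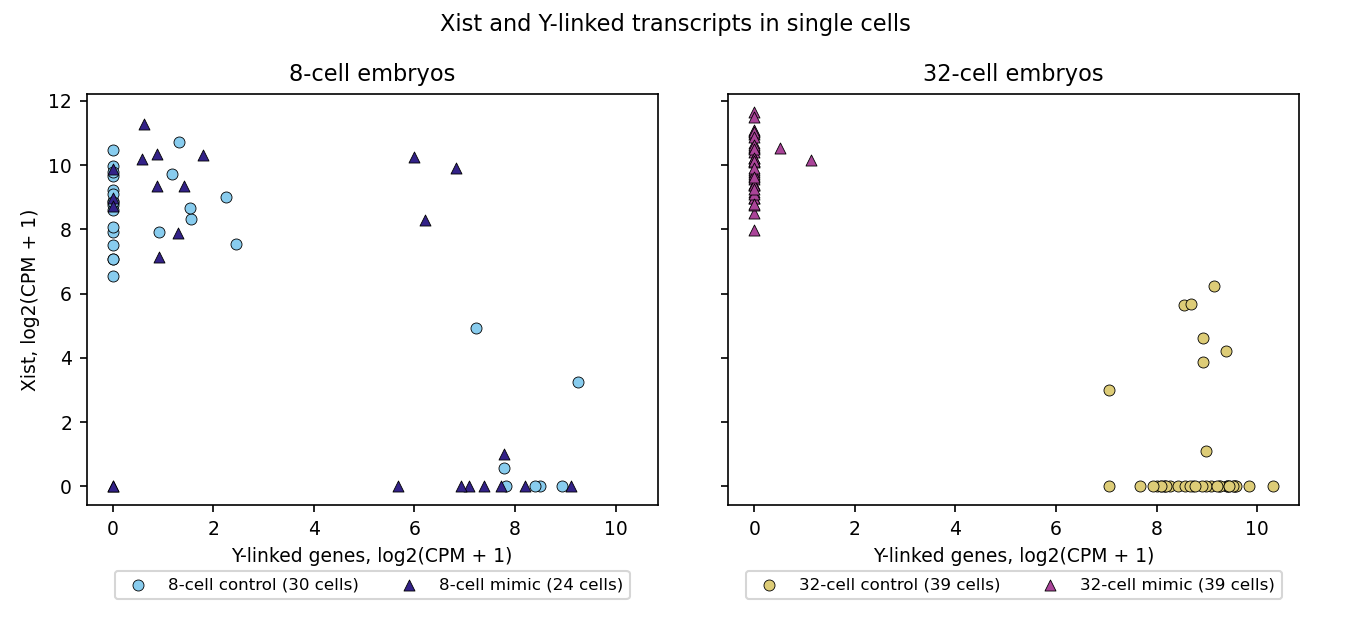
Xist (vertical axis) and the sum of Y-linked genes (horizontal axis) in each cell, as log2(CPM + 1), for 8-cell cells on the left and 32-cell cells on the right, with 1 point per cell. All 39 32-cell control cells lie at 132 CPM of Y-linked transcripts or more, and all 39 32-cell mimic cells lie at 250 CPM of Xist or more.

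The control groups were compared to measure the change between the stages. They are unlike in Xist and Y-linked transcripts too, with Y-linked counts above Xist in 7 of 30 8-cell and all 39 32-cell cells, and the lists of stage genes drawn from them, 1 of which holds Xist, share this limit. The median absolute log2 change from 8-cell to 32-cell control was 1.001 over 7469 genes, against 0.31 between odd- and even-numbered 8-cell control cells and 0.30 between odd- and even-numbered 32-cell control cells. The alternative that moved it most, the difference of mean log2(CPM + 1) over cells, gave 1.32, and without X-linked and Y-linked genes it was 0.996. Dppa1 (chromosome 11, 46607772 to 46629261), Glrx (chromosome 13, 75839868 to 75850154) and Lgals1 (chromosome 15, 78926725 to 78930465) showed the largest rises. Dppa1 had 0 counts at the 8-cell stage, which allows up to 0.0817 CPM, and 470 CPM (95% interval 465 to 476) at the 32-cell stage. Glrx rose from 0 counts to 341 CPM (95% interval 337 to 346), and Lgals1 from 0.327 to 259 CPM. The largest falls were those of Exoc3l2 (chromosome 7, 19463331 to 19496762), Obox8 (chromosome 7, 14331436 to 14333557) and Obox6 (chromosome 7, 15833241 to 15839678). Exoc3l2 went from 503 to 0.756 CPM and Obox6 from 1916 to 7.77 CPM. Obox8 went from 275 CPM to 0 counts, which allows up to 0.0527 CPM.

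The comparison of 8-cell mimic with 8-cell control cells asks whether the mimic had changed the transcriptome before lineages formed. The median absolute log2 change was 0.38 over 6570 genes, between the 0.31 seen between odd- and even-numbered control cells and the 0.42 between odd- and even-numbered mimic cells. With 12 cells drawn per group it was 0.49 between groups, against 0.36 within control and 0.43 within mimic. It was 0.43 among cells with Xist only and 0.71 among cells with Y-linked counts above Xist, where 7 control and 8 mimic cells remained. Those control cells were numbered 9 to 16 and those mimic cells 79 to 86. Each set may thus come from 1 embryo, and a difference between 2 embryos cannot be told apart from the mimic there. Ppp1r3b (chromosome 8, 35375739 to 35388139) showed the largest rise, from 2.10 CPM (95% interval 1.65 to 2.62) to 39.5 CPM (95% interval 37.3 to 41.8), with counts in 10 of 24 mimic cells and 4 of 30 control cells. Gm35315 (chromosome 5, 110076136 to 110094420) rose from 4.95 to 65.9 CPM and Pex13 (chromosome 11, 23646479 to 23665959) from 1.85 to 28.95 CPM. Lck (chromosome 4, 129548344 to 129573641) showed the largest fall, from 27.8 CPM (95% interval 26.1 to 29.6) to 0.259 CPM (95% interval 0.112 to 0.510), with counts in 17 of 30 control cells and 1 of 24 mimic cells. Dusp10 (chromosome 1, 184013302 to 184075636) fell from 61.1 to 4.95 CPM and Slc4a7 (chromosome 14, 14702279 to 14799940) from 27.8 to 2.10 CPM. These genes were picked for the size of their change, and the spread between embryos is unknown.

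At the 32-cell stage, mimic and control cells were compared within each class to ask how the mimic changes each lineage. The median absolute log2 change was 0.49 over 7433 genes in ICM-like cells, where odd- and even-numbered cells of a group differed by 0.36 in control and 0.70 in mimic. It was 0.45 over 7335 genes in TE-like cells, where they differed by 0.51 in control and 0.32 in mimic. At equal cell numbers it was 0.80 between ICM-like groups, against 0.68 within control and 0.74 within mimic. In TE-like cells it was 0.72, against 0.58 and 0.59. The genes with the largest changes included those that separate the groups by Xist and Y-linked transcripts. In ICM-like cells Xist rose from 3.23 to 897 CPM, while Ddx3y (chromosome Y, 1260771 to 1286629) went from 346 CPM and Eif2s3y (chromosome Y, 1010543 to 1028847) from 90.7 CPM to 0 counts, which allows up to 0.249 CPM. In TE-like cells Xist rose from 8.67 to 1134 CPM, Ddx3y went from 315 CPM to 0 counts, which allows up to 0.0728 CPM, and Eif2s3y went from 121 CPM to 1 count in 30 cells. Of the others, Tap1 (chromosome 17, 34187553 to 34197225) rose in both classes, from 2.83 to 160.6 CPM in ICM-like cells and from 0 counts, which allows up to 0.123 CPM, to 116.9 CPM in TE-like cells. Hormad1 (chromosome 3, 95559677 to 95587671) rose in ICM-like cells from 1 count to 62.3 CPM, a ratio of 2030 with an exact 95% counting interval of 363 to 80278. Pycr1 (chromosome 11, 120635712 to 120643769) rose in TE-like cells from 0 counts to 54.7 CPM. Ube2l6 (chromosome 2, 84798828 to 84810335) went from 75.2 CPM to 0 counts in ICM-like cells, and Serpinb6b (chromosome 13, 32965209 to 32979067) from 47.5 to 0.679 CPM in TE-like cells.

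Lists of lineage genes asked whether the mimic weakens the difference between ICM-like and TE-like cells. The TE-like list was lower in TE-like mimic cells, by a log2 of -0.87 relative to random lists (67 genes), below all 10000 of them. Its value was below 0 in all 26 alternatives that could be computed, from -1.23 when the list was chosen on the cells compared to -0.42 when it was chosen on mimic cells. In ICM-like mimic cells the TE-like list lay at -0.61 (36 genes, percentile 2.44), but without the middle run of 12 mimic cells it lay at 0.18, and without the later run of 15 control cells at 0.12. The ICM-like list lay at -0.11 in ICM-like mimic cells (81 genes, percentile 23.6), within the random lists, and was below 0 in 24 of 26 alternatives. It lay at -0.85 when chosen on even-numbered control cells and at 0.67 when chosen on mimic cells. In TE-like mimic cells the ICM-like list lay at 0.33 (54 genes, percentile 96.3), within the central 95% of the random lists, and at -0.41 without the earlier run of 24 control cells. The separation of the classes, as the median log2 ratio of ICM-like over TE-like cells, was 1.07 in control and 0.73 in mimic cells for the ICM-like list. For the TE-like list it was -1.91 in control and -1.61 in mimic cells. With lists chosen on mimic cells the TE-like list separated the classes by -0.56 in control and -1.25 in mimic cells, and the ICM-like list by 0.87 in control and 0.66 in mimic cells. The TE-like list thus separated the group that had chosen it more widely, while the ICM-like list separated control cells more widely with either choice. Of the 100 genes in each list, 10 ICM-like and 10 TE-like genes were also chosen on mimic cells.

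**Figure D2:**
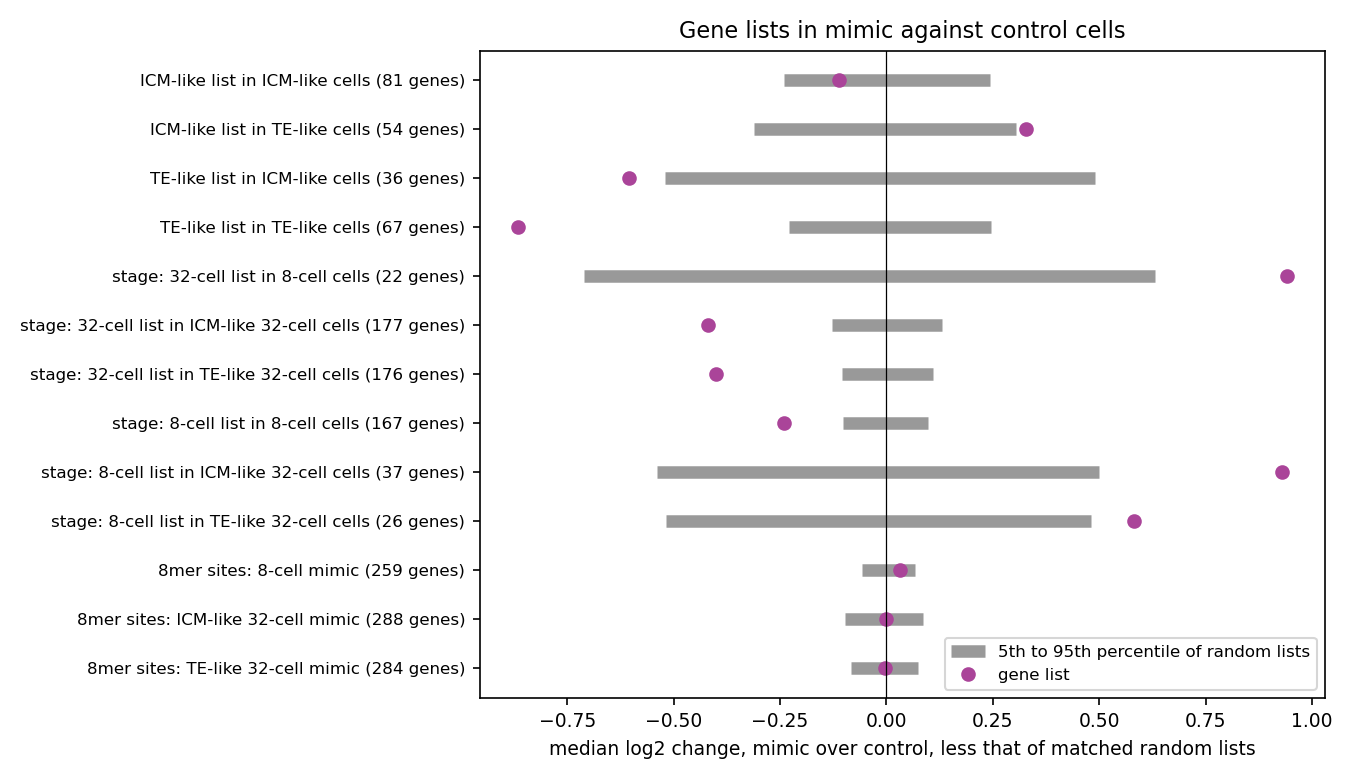
Median log2 change of each gene list in mimic over control cells, less that of matched random lists (points), with the 5th to 95th percentile of the random lists (bars), for lists chosen on control cells and for genes with an 8-base seed site. The TE-like list in TE-like cells lies at -0.87, and the 3 seed-site lists lie within their bars.

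Lists of stage genes asked whether mimic-treated cells resemble an earlier or a later stage. In 32-cell mimic cells the 32-cell list was lower, by -0.42 in ICM-like and -0.40 in TE-like cells, below all 10000 random lists in each. The 8-cell list was higher by 0.93 in ICM-like cells (37 genes, percentile 99.9), and its 0.58 in TE-like cells (26 genes, percentile 97.8) fell just short of the limit for a change, 0.59. In 8-cell mimic cells the signs were opposite: the 8-cell list lay at -0.24 (below all 10000 random lists) and the 32-cell list at 0.94 (22 genes, percentile 99.5). Most genes of the 32-cell list have few counts at the 8-cell stage, and those that pass 20 CPM in either group tend to be those that differ. With no filter on low genes its value was 0.30 (percentile 99.6). The 8-cell list has the same limit at the 32-cell stage, where few of its genes pass 20 CPM. In ICM-like cells it lay at 0.30 with genes at 50 CPM or more (50 genes, percentile 98.3). Over 27 alternatives there it ranged from 0.13 to 2.18. These values depended on the group that chose the lists. With lists chosen on mimic cells, the 32-cell list lay at 0.28 in ICM-like cells and 0.09 in TE-like cells, and the 8-cell list at -0.07 in 8-cell cells. Of the 200 genes in each list, 86 of the 8-cell list and 51 of the 32-cell list were also chosen on mimic cells.

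Panel genes were compared as lineage genes and as candidate targets of miR-381-3p that the study names. Cdx2 (chromosome 5, 147300805 to 147307270) was at 46.4 CPM (95% interval 44.1 to 48.8) in ICM-like control and 19.04 CPM (95% interval 16.7 to 21.7) in ICM-like mimic cells. In TE-like cells it was at 285 CPM (95% interval 278 to 291) in control and 107.7 CPM (95% interval 104.6 to 110.9) in mimic cells. Its log2 changes, -1.24 and -1.39, were larger than any difference between odd- and even-numbered cells of a group, 0.50 and 0.65. Both were negative in all 21 alternatives. In ICM-like cells the change ranged from -2.69 to -0.62, the smallest with classes by marker score. In TE-like cells it ranged from -2.53 to -1.125. Upp1 (chromosome 11, 9118103 to 9136170) fell by 1.16 in ICM-like cells, from 168.6 to 75.1 CPM, and by 0.68 in TE-like cells, from 17.8 to 10.7 CPM, against limits of 0.91 and 0.62. The fall in TE-like cells was borderline, at -0.51 after thinning to equal counts and -0.34 in the smallest of 21 alternatives. It was larger with classes by marker score (-1.68) and with clusters from all genes (-1.26), so its size was not stable. Dppa1 fell by 1.22 in TE-like cells, from 928 to 399 CPM, and its change of -0.91 in ICM-like cells was within the difference between odd- and even-numbered cells. Tet2 (chromosome 3, 133463679 to 133545139) fell by 1.18 in TE-like cells, from 889 to 391 CPM, and its change of -0.43 in ICM-like cells was also within that difference. Sox2 (chromosome 3, 34650405 to 34652461) rose by 0.60 in ICM-like cells, from 32.6 to 49.9 CPM, just above the 0.50 between odd- and even-numbered cells, and by 0.18 in the smallest of 21 alternatives. In TE-like cells it was at 4.40 CPM in control and 12.4 CPM in mimic cells, a log2 change of 1.31 that became -1.08 when classes came from the marker score. Tead1 (chromosome 7, 112679318 to 112906807) changed by -1.71 in ICM-like cells, from 61.7 to 18.1 CPM, and by -1.64 in TE-like cells, from 38.4 to 11.6 CPM. Both were negative in all 21 alternatives but smaller than the largest difference between odd- and even-numbered cells, 1.81 and 5.73. In ICM-like cells this was not stable, since the change passed that limit with classes by marker score (-2.12), with clusters from all genes (-2.23) and after thinning (-1.84), and ranged from -2.46 to -1.05.

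With all 8-cell cells and before any alternative was applied, the panel genes showed no change larger than the difference between odd- and even-numbered cells. Some values from part of the cells, after thinning or under other alternatives lay above that limit. The highest value over the alternatives was 1.71 for Sox2 (limit 0.37) and 1.88 for Rian (limit 1.24). The limit comes from all cells without thinning and was not computed again for fewer cells, fewer counts or other settings. These values therefore show that the changes are unsteady and not that they exceed sampling of cells. Cdx2 changed by 0.30, and by 1.86 without 2 of the 30 control cells, against a limit of 1.303. Among cells with Y-linked counts above Xist, Cdx2 changed by 1.59, Sox2 by 0.80 (limit 0.37), Tead1 by -1.16 (limit 1.03) and Upp1 by -1.45 (limit 1.07). Those cells may come from 1 embryo of each group. Meg3 (limit 0.45) changed by 0.45 among those cells, by -2.05 among cells with Xist only and by -0.97 after thinning of all cells. Sox2 had 0 counts in 8-cell control cells, which allows up to 0.0817 CPM, and 7 counts in 8-cell mimic cells. Dppa1 had 0 counts in both. Spp1 (chromosome 5, 104435118 to 104441050) changed by -0.41 in ICM-like cells, from 1242 to 933 CPM, and by 1.02 in TE-like cells, from 111.6 to 227 CPM, both within the difference between odd- and even-numbered cells, although with classes by marker score the change in ICM-like cells was -0.79, against a limit of 0.61. The transcripts of the miR-381 locus on chromosome 12 were at 48.5 CPM or less in every group. Meg3 (109541001 to 109571726) was at 46.4 CPM in ICM-like control and 48.5 CPM in ICM-like mimic cells. Rian (109603940 to 109661716) was at 34.5 and 20.1 CPM in the same cells, and in TE-like cells it had 1 count in control and was at 3.62 CPM (95% interval 3.06 to 4.24) in mimic cells. Mirg (109729764 to 109749460) was at 1.66 CPM in ICM-like control cells, and at 0 counts in ICM-like mimic cells, which allows up to 0.249 CPM, a log2 change of -1.41 against a limit of 1.16. In TE-like cells it had 0 counts in control and 8 counts in 2 of 30 mimic cells, and the 95% intervals overlap (0 to 0.152 CPM and 0.0838 to 0.382 CPM).

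**Figure D3:**
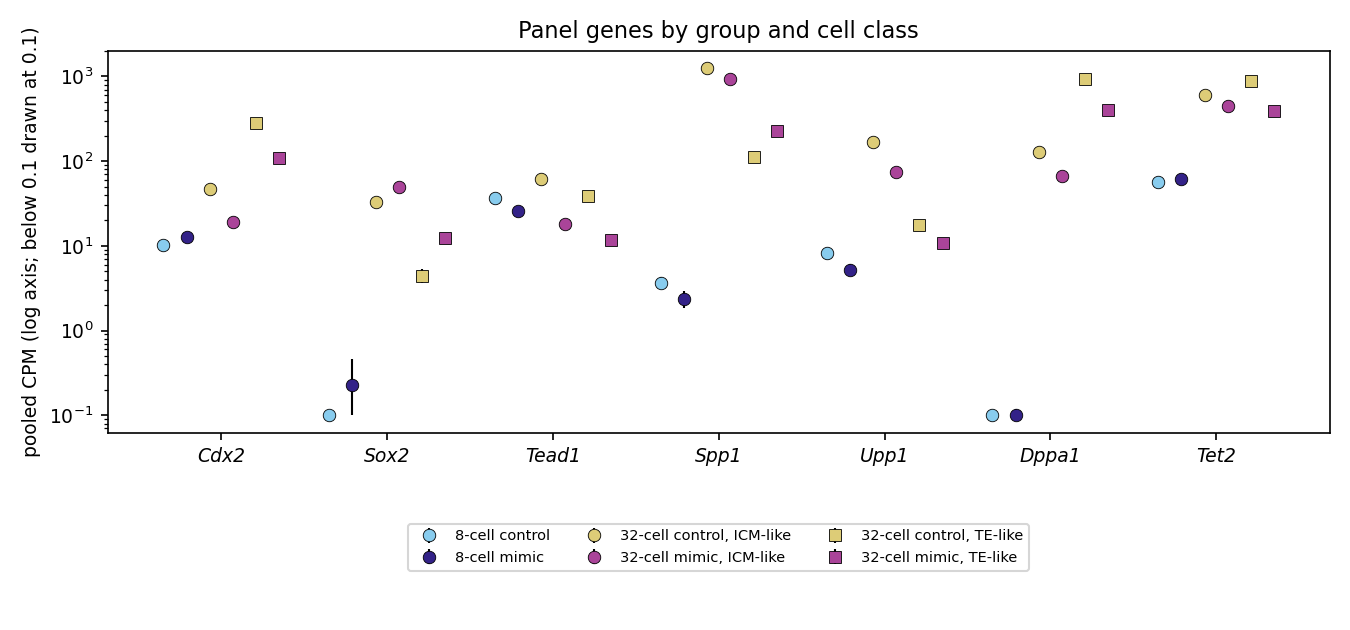
Pooled CPM of 7 panel genes in each group and class, on a log axis, with exact Poisson 95% intervals that are mostly smaller than the points, and values below 0.1 CPM drawn at 0.1. Cdx2 lies at 285 CPM in TE-like control cells and at 107.7 CPM in TE-like mimic cells.

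Genes with a seed site were compared to ask whether the mimic lowers the RNA of its predicted targets. Genes with an 8-base site lay at 0.03 in 8-cell mimic cells (259 genes, percentile 78.04), at -0.00 in ICM-like cells (288 genes, percentile 48.7) and at -0.00 in TE-like cells (284 genes, percentile 47.6), all within the 5th to 95th percentile of matched random lists. Of 20 shuffled sites, 18 gave lower values than the site itself in 8-cell cells, 7 in ICM-like cells and 6 in TE-like cells. The random lists' 5th percentile lay at -0.06, -0.10 and -0.08, so a fall of the list smaller than these would not have been detectable. Among 8-cell cells with Y-linked counts above Xist the value was -0.10. In the panel, Tet2 holds an 8-base site in its 3' UTR (chromosome 3, 133464747 to 133464754, minus strand), and Tead1 a 7-base site (chromosome 7, 112904339 to 112904345, plus strand). The other 5 protein-coding panel genes hold neither.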

Values the study reported

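The study reported that 45.8% of embryos treated with 5 µM of the mimic reached the blastocyst stage by embryonic day 3.5, and that 10 µM prevented this. It gave the dose as 10 µM for the sequenced 8-cell embryos and 5 µM for the sequenced 32-cell embryos. It collected 3–5 embryos per group and time point. Cells were clustered with the 2000 most variable genes, 25 principal components and a resolution of 0.6. By its account the mimic lowered the characteristic genes of each lineage in the cells of that lineage, and raised ICM genes in TE cells. By immunofluorescence of Sox2 and Cdx2, it found the proportions of ICM and TE cells unchanged by 5 µM of the mimic.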

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

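The tests on an exchange of cells, on the mimic turning Xist on, on the stage lists, on Spp1 and on Rian were chosen only after the results had been seen. The limit for typing cells by Xist and Y-linked counts was set after the data had been seen too.

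Xist and Y-linked genes were named in advance only as genes to leave out. The rules for the largest changes and for the 8-cell list returned Xist too, and it stood out because its pooled level was 1080 CPM in 32-cell mimic cells against 5.55 CPM in 32-cell control cells. An exchange of cells between the 32-cell groups could not be tested: 0 of 78 cells were out of place, but this restates the separation, which an exchange of some cells would have reduced and an exchange of whole groups would have kept. That the mimic itself turns Xist on and Y-linked genes off is argued against by 8 of 24 8-cell mimic cells with Y-linked counts above Xist, although 32-cell cells were not covered by that test. Embryos of different sex in the groups remain: X-linked genes without Xist were higher by a log2 of 0.38 in TE-like mimic cells, above all random lists, as cells with more active X chromosomes would show. Cells with Xist only also had higher X-linked genes than cells with Y-linked counts within each 8-cell group, by 0.93 in control and 0.80 in mimic. The pattern is consistent with male embryos in the 32-cell control group and female embryos in the 32-cell mimic group. No 32-cell comparison can separate the mimic from the sex of the embryos.

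The stage lists were noted because their changes had opposite signs at the stages, a difference that was not tested. The study describes another dose for each stage, so the contrast between the stages is one between doses too. In 8-cell mimic cells the 8-cell list lay at -0.24 and the 32-cell list at 0.94. In 32-cell mimic cells the 8-cell list lay at 0.93 in ICM-like cells, and the 32-cell list at -0.42 in ICM-like and -0.40 in TE-like cells. At both stages the list chosen on that stage's control cells was lower in mimic cells. After every cell was thinned to equal counts, depth is argued against for the fall of the 8-cell list in 8-cell cells (-0.20), the fall of the 32-cell list in ICM-like cells (-0.40) and the rise of the 8-cell list in ICM-like cells (1.56). Sex is argued against for the fall of the 8-cell list in 8-cell cells, where cells with Xist only gave -0.24. For the rise of the 32-cell list in 8-cell cells neither is excluded. It lay at 0.61 after thinning (23 genes, percentile 94.4) and at 0.66 among cells with Xist only (16 genes, percentile 89.6), within the random lists, but at 0.68 among cells with Y-linked counts above Xist (91 genes, percentile 99.6). The cells with Y-linked counts above Xist may come from a single embryo of each group. Without X-linked and Y-linked genes the 32-cell list lay at 1.15 (percentile 99.9), and with no filter on low genes at 0.30 (percentile 99.6). These values disagree, so sex and depth cannot be told apart from a change there. For the 32-cell stage sex cannot be told apart from the mimic: without X-linked and Y-linked genes the 32-cell list lay at -0.37 in TE-like and the 8-cell list at 0.98 in ICM-like cells, but the 8-cell list in TE-like cells went from 0.58 to 0.11 (percentile 63.3), and no 32-cell group held cells of both types. Selection of the lists on the embryos of the control group is a candidate explanation for both stages, since odd- and even-numbered cells may share embryos. With lists chosen on mimic cells the 8-cell list lay at -0.073 in 8-cell cells, at the 10.3 percentile, and the 32-cell list at 0.28 in ICM-like cells. A list chosen on mimic cells leans towards them as the other leans towards control cells, so a modest shift of stage is not excluded. The 8-cell list then lay at 0.13 in ICM-like cells, at the 65.4 percentile. The 32-cell list in 8-cell cells lay at 0.16, at the 60.9 percentile, but that shift was within the spread of its random lists. A change of stage under the mimic stays open, but these lists do not show one that is free of the group that chose them.

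Among the panel genes, Spp1 and Rian were noted because their levels changed in opposite directions in the classes beyond counting error, a difference that was not tested. Spp1 changed by -0.41 in ICM-like and 1.02 in TE-like mimic cells. With classes by marker score, its change in TE-like cells was 0.36, while odd- and even-numbered cells of a group differed by up to 1.59, so neither TE-like value exceeds the spread. In ICM-like cells the change by marker score was -0.79, beyond the 0.61 between odd- and even-numbered cells, while that from the clusters was within it. ICM-like cells in the TE-like mimic cluster cannot be told apart from a change in TE-like cells. Rian changed by -0.75 in ICM-like and 2.15 in TE-like mimic cells. By marker score it was 2.35, but the control level rests on 1 count in 14 cells. The ratio of mimic to control was 88 with an exact 95% counting interval of 15.6 to 3498, and Rian had counts in 6 of 30 TE-like mimic cells, so too few cells carry it to decide. Sex remains an untested explanation for both genes.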

How the results depend on the processing

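The alternatives without X-linked and Y-linked genes, with 8-cell cells of 1 Xist and Y type, and with lists chosen on mimic cells were chosen after the data had been seen, and the other alternatives were planned. Of the planned ones, 3 gave no values of their own: every deposited cell (the filter removes 0 cells), a resolution of 0.4 (32-cell cells in 1 cluster) and clustering of 32-cell cells alone (1 cluster). Unless a reason is given, the cause of a difference was not tested.

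The ICM-like share of control cells stayed within its interval in all 5 alternatives, from 53.3% to 70.8%. The mimic share did so in 5 of 6 and was 43.6% with classes by marker score, which moved 8 mimic cells.

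The TE-like list in TE-like mimic cells was below 0, and below the 5th percentile of random lists, in all 26 alternatives. It moved to -0.46 with lists chosen on even-numbered cells, -0.42 with lists chosen on mimic cells, -1.23 with lists chosen on the cells compared and -0.59 with no filter on low genes. The TE-like list in ICM-like cells turned positive in 4 of 26: 0.31 with genes at 50 CPM or more, 0.59 with lists chosen on the cells compared, 0.18 without the middle run of 12 mimic cells and 0.12 without the later run of 15 control cells. The ICM-like list in ICM-like cells moved to -0.45 with the mean of log2 values over cells, -0.85 with lists chosen on even-numbered cells, -0.67 with lists chosen on the cells compared, -0.45 with shorter lists and 0.67 with lists chosen on mimic cells. In TE-like cells the ICM-like list moved to -0.057 with genes at 5 CPM or more, 1.50 with lists chosen on the cells compared, -0.16 with the mean of each cell's CPM, -0.063 with shorter lists, -0.18 after thinning to equal counts and -0.41 without the earlier run of 24 control cells. A list chosen on the cells it is compared with is high in them by construction.

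Separation by the ICM-like list in control cells moved from 1.07 to 1.79 with the mean of log2 values, 2.27 with lists chosen on even-numbered cells, 2.77 with lists chosen on the cells compared, 0.83 with longer lists and 0.80 after thinning. In mimic cells it moved from 0.73 to 0.49 with classes by marker score and with clusters from all genes, 0.96 with lists chosen on the cells compared, 0.43 with no filter, 0.50 without the later run of control cells and 0.48 without the earlier run of control cells. Separation by the TE-like list moved in control cells from -1.91 to -0.56 with lists chosen on mimic cells. In mimic cells it moved from -1.61 to -0.37 without the later run of control cells and -0.78 without the earlier run of control cells, which changed the list alone. All separations kept their sign.

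The stage lists depended on the group that chose them. With lists chosen on mimic cells, the 32-cell list turned to 0.28 in ICM-like and 0.088 in TE-like cells, and the 8-cell list moved to -0.073 in 8-cell, 0.13 in ICM-like and -0.62 in TE-like cells. In the other 26 alternatives the 32-cell list was below 0 in both classes, at -0.62 in ICM-like cells without the earliest run of 18 mimic cells, and in TE-like cells at -0.55 with lists chosen on the cells compared and -0.25 without the earlier run of control cells. The 8-cell list in 8-cell cells moved to -1.34 among cells with Y-linked counts above Xist and -0.41 with lists chosen on the cells compared. For the value of -1.34, the control cells numbered 9, 11 and 13 alone stood for the 8-cell stage in the choice of the list. In ICM-like cells the 8-cell list moved to 0.30 with genes at 50 CPM or more, 2.18 with shorter lists, 1.56 after thinning, 1.71 without the earliest run of 18 mimic cells and 1.62 without the middle run of mimic cells. In TE-like cells it moved to -0.35 without the earlier run of control cells.

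The seed-site lists moved by no more than their spread in 63 of 64 values. The exception was -0.10 in 8-cell cells with Y-linked counts above Xist, at the 9.42 percentile of random lists. In ICM-like cells the values ranged from -0.088 to 0.10 over 23 alternatives, and their percentiles from 4.94 to 94.95.

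The size of change from 8-cell to 32-cell control, 1.001, had a spread so small that all 16 alternatives exceeded it: 0.9997 with TMM factors, 1.001 without Xist and Y-linked genes, 0.996 without X-linked and Y-linked genes, 1.004 without the 8-cell control cells numbered 87 to 88, 1.32 with the mean of log2 values, 1.09 with genes at 5 CPM or more, 0.97 with genes at 50 CPM or more, 0.99 with the mean of each cell's CPM, with size factors and after thinning, 0.80 with no filter, 1.02 with a pseudocount of 0.1, without ribosomal protein genes and without the earlier run of control cells, 0.92 with a pseudocount of 5 and 1.03 without the later run of control cells. In 8-cell cells the size moved to 0.43 among cells with Xist only, 0.71 among cells with Y-linked counts above Xist, 0.51 with the mean of log2 values, 0.46 at 5 CPM or more, 0.33 at 50 CPM or more and 0.45 with no filter. In ICM-like cells it moved to 0.67 with the mean of log2 values, 0.60 at 5 CPM or more, 0.42 at 50 CPM or more, 0.58 with no filter, 0.65 without the earliest run of 18 mimic cells and 0.57 without the middle run of mimic cells. In TE-like cells it moved to 0.61 with the mean of log2 values and 0.56 without the later run of control cells. A higher filter leaves genes with more counts, and fewer cells leave fewer counts, so some of these shifts follow from depth.

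Of 540 values for panel genes under alternatives, 495 moved from the value before any alternative by less than the spread between odd- and even-numbered cells. Among changes that exceeded that spread, 0 values changed sign. Depth limits the smallest groups most: with 9 ICM-like mimic cells a count of 0 allows up to 0.249 CPM.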

Other observations

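The tests on ribosomal protein genes, on lists chosen on mimic cells and on X-linked genes in single cells were chosen only after the results had been seen, and the other tests in this part were set out before their values were known.

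The lower TE-like list in TE-like mimic cells was weighed against 7 explanations. Selection on the control cells is argued against as the whole cause, since cells that did not choose the list gave -0.87. With the list chosen on even-numbered cells and compared with odd-numbered ones the value was -0.46 (percentile 0.26). The size is less certain, because 5 odd-numbered TE-like control cells chose the list. Lists from odd- and even-numbered control cells shared 19 of 100 genes. Selection on the control embryos as the whole cause is argued against by -0.42 with a list chosen on mimic cells, at the 0.03 percentile, although the fall was smaller. ICM-like cells inside the TE-like mimic cluster are argued against as the whole cause by -0.60 with classes by marker score. Depth is argued against by -0.84 after thinning, and 1 run of cells by -0.73 for the highest of 5 values without a run. A less advanced stage stays open, although the value was -0.80 against random lists matched on expression and on the ratio between the stages. That ratio pooled 14 ICM-like and 5 TE-like control cells at the 32-cell stage. It therefore does not give the rise of a gene in TE-like cells, and slower progress of TE-like cells alone could not be tested. Sex stays open: the value was -0.85 without X-linked and Y-linked genes, but autosomal genes may differ with sex too, and no 32-cell group held cells of both types. Differences between the embryos of each group, unrelated to the mimic, also stay open. The mimic is therefore 1 of several candidate explanations for this fall. The study describes the same direction for these genes.

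The ICM-like list in ICM-like mimic cells was below 0 in 24 of 26 alternatives, but its distance from random lists was not stable. It lay at -0.11 against cells that did not choose it (percentile 23.6), at -0.85 when even-numbered control cells chose it, at -0.31 with classes by marker score (percentile 0.85) and at -0.38 with clusters from all genes (percentile 0.44). Without 1 run it ranged from -0.38 to 0.15, and with a list chosen on mimic cells it lay at 0.67. Selection and the make-up of the runs cannot be told apart from a change, because the lists from odd- and even-numbered control cells shared 18 of 100 genes and 9 mimic cells remained in this class. The study describes lower ICM-enriched genes in treated ICM cells, the direction of most of these values. Whether the fall goes beyond selection and runs stays open.

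Repression through seed sites could lower the RNA of many genes slightly. The seed-site list lay at -0.00 in TE-like cells (-0.0022), at the 47.6 percentile of random lists, so no repression was detectable there. Repression cannot be excluded, since sites in annotated 3' UTRs need not be active and repression of translation would leave RNA unchanged. Tet2, with its 8-base site, fell by 1.18 in TE-like cells, but Cdx2 and Dppa1 fell by as much and hold no site.

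Ribosomal protein genes were higher in 8-cell mimic than in 8-cell control cells, by 0.28 relative to random lists (81 genes), above all 10000 of them. Sets of 8 consecutive cell numbers within the control group differed from the rest of the group by -0.25 to 0.24, and within the mimic group by -0.38 to 0.26. The control sets thus came close to the difference between treatments, and a difference between embryos or sets of cells cannot be told apart from an effect of the mimic.

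In the 8-cell mimic group, the 3 cells with both Xist and Y-linked transcripts, and Xist the higher, were those numbered 72, 73 and 75, with 62.8 to 112.7 CPM of Y-linked transcripts and 311 to 1227 CPM of Xist. RNA from a cell of another embryo in the same well could give both. X-linked genes in these cells lay 0.17 above those in cells with Xist only, where added RNA from cells with Y-linked transcripts would have lowered them. Taken singly, the 3 cells lay at 0.018 to 0.19, and the 11 cells with Xist only, each against the others, at -0.42 to 0.40. The 3 cells thus lie inside the range of single cells, and this cannot be decided. The 2 cells with neither transcript, numbered 64 and 65, had counts for 4873 and 3234 genes without mitochondrial genes. The control cells with both transcripts and Y-linked counts the higher were not tested. No biological explanation was tested for any of these cells.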
